A study of Mus musculus with 6 samples. Its data were reported in "ASXL2 is essential for haematopoiesis and acts as a haploinsufficient tumour suppressor in leukemia" (2017).

How the data were processed

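Expression was profiled by RNA sequencing in LSK cells, the bone-marrow fraction that lacks lineage markers, carries Sca-1 and c-Kit, and holds blood stem and early progenitor cells. Per the labels, the cells came from 3 Asxl2-/- mice and 3 wild-type control mice of the C57BL/6 strain after injection of pIpC, a synthetic double-stranded RNA that induces the interferon-responsive Mx1 promoter and thereby the Cre recombinase it drives. The library titles put each sample in its group and give each a replicate number from 1 to 3. According to the methods of the study, libraries were poly(A)-selected and unstranded, and differential expression was tested there with Cuffdiff, which works from aligned reads and was not used here.

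The deposited values were raw counts of reads, as whole numbers, on the mm10 build with RefSeq transcripts as annotation, and replicates were not pooled. The labels and methods name neither the aligner nor the counting tool. The files were of 2 kinds. In Asxl2-/- replicates 1 and 3 and control replicate 2, the authors gave 1 count per transcript (33068 lines, here called gene-count files). In Asxl2-/- replicate 2 and control replicates 1 and 3, they gave 1 count per exon of each transcript (317548 lines, exon-count files). Isoforms of a gene were listed on separate lines with largely the same reads, so each of the 24063 gene symbols was represented by 1 transcript, the one with the longest summed exon length and, among equals, the lowest accession. Several transcripts were listed for 4914 symbols, and for 63 symbols the chosen transcript was placed on more than 1 chromosome. Exon counts were summed over the exons of the chosen transcript. A read that spans a splice junction can enter such a sum once for each exon it touches. Over the 10503 genes with at least 100 counts in every library, the median ratio of the mean exon-file count to the mean gene-file count was 1.13 for 250 genes with 1 exon, 1.37 for 1864 genes with 2 to 4 exons, 1.75 for 3944 genes with 5 to 10 exons and 1.99 for 4445 genes with more than 10 exons. The kind of file was therefore treated as a technical batch and entered every comparison as a covariate unless stated otherwise. It was unevenly spread over the groups, with 2 gene-count files and 1 exon-count file among the knockout libraries and the reverse among the controls.

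Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest), with TMM scaling, the filterByExpr filter on low counts and a design of file kind plus group, which leaves 3 residual degrees of freedom. P-values are two-sided and were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Standard errors were derived from the fold change and the F statistic of the test. Group means and SDs are given as log2 CPM, the log2 of counts scaled to the normalised library size, after the fitted effect of the file kind was removed, and because that removal uses the same 6 libraries these SDs are somewhat too small. Fold changes within each kind of file alone rest on 3 libraries with 1 group represented by a single library and carry no test. Shares of exon counts were compared between libraries by two-sided Fisher's exact tests (scipy 1.17.1, Python 3.11.15) with Wilson 95% intervals. The smallest share a library could show was taken as 3 counts of its total. Intervals and floors cover counting error only, since reads from PCR-amplified libraries without molecular identifiers are not independent molecules. For 9 lists of marker genes, log2 CPM values were tested as sets with camera (limma 3.58.1), which applies a preset correlation between genes, with the same design and with adjustment over the 9 lists.

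The genes named were chosen by a rule. It took Asxl2 and its paralogs Asxl1 and Asxl3, 11 genes chosen around loci and proteins that the study discusses, and 5 sex-linked genes. It added the 5 raised and 5 lowered genes with the smallest p-values among those past the threshold with an absolute log2 fold change of at least 1 and the same direction in both kinds of file, and up to 3 members with the smallest p-values from each gene list past its threshold. The groups, the tests, this rule, the gene lists and most alternatives were fixed before the data were examined. Genes named only in the closing observations (Tsix, Evc2 and Apobec3) were picked afterwards.

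The alternatives were DESeq2 1.42.0, limma-voom, median-ratio scaling, library size only, no filter, at least 10 counts in every library, no covariate for the file kind, the replicate number as a block with and without the file kind, genes with 1 exon, genes outside X and Y, an absolute log2 fold change of at least 1, each kind of file alone, and leaving out each library in turn. Others were added after seeing the data: TMM within each kind of file, corrections for the trend of each library with GC content (alone and with the block) or with transcript length, the longest exon in place of the exon sum, and a brain-gene score as a covariate. Trends were fitted by lowess with a span of 0.3. Coordinates are those of the deposited files on mm10. The reference annotation at hand was of an older mouse build, so only the GC content of its transcripts was used, matched by symbol for 12397 of the 14145 tested genes and 313 of the 331 genes past the threshold (94.6%).

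The fits were tested on simulated counts with the means and library sizes of the real samples and 200 genes changed by known amounts. The spread of each simulated gene followed the trend with abundance, without a spread of its own. No effect of the replicate number was simulated. The rates below therefore hold for that simpler setting and can differ in the real data. The edgeR test with the file kind called 153 genes and recovered 75.5% of the changed genes, and 1.3% of its calls were wrong. DESeq2 called 181 genes, of which 14.9% were wrong, and limma-voom called 152, of which 1.3% were wrong. With the replicate block and the file kind, which leave 1 residual degree of freedom, 160 genes were called and 4.4% were wrong. With the block but without the file kind, 23% of the changed genes were recovered. Asxl3 fell below the filter on low counts and was not tested, and the Asxl1 knockout libraries discussed in the study were not analysed here.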

Results

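Transcript abundance was measured in LSK cells from 3 Asxl2-/- mice and 3 control mice. The counts assigned to the 24063 genes totalled 25528540, 55032075 and 26161456 in Asxl2-/- replicates 1, 2 and 3, and 53147729, 29136012 and 53280796 in control replicates 1, 2 and 3. The higher totals belong to the 3 exon-count files, in which a spliced read can be counted more than once, so totals of the 2 kinds of file are not comparable as depth. Between 16467 and 17327 genes had at least 1 count in a library. The 10 most abundant genes took from 3.38% to 4.06% of the counts, and the largest single gene was Eef1a1 in every library, with 0.92% to 1.03%. Correlations of log2 CPM across genes ranged from 0.9504 between Asxl2-/- replicate 1 and control replicate 2 to 0.990 between control replicates 1 and 3. The knockout pair within the same kind of file, replicates 1 and 3, had a correlation of 0.987. Genes are not independent replicates, so these correlations describe the libraries only. No pair of libraries agreed within sampling noise, the lowest chi-square per degree of freedom over genes being 25.7, and each library was counted as a separate sample.

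The targeted gene was examined first. Asxl2 (NM_001270988, chromosome 12, 3426857 to 3506849 on mm10, 12 exons) had 3533, 4804 and 4213 counts in Asxl2-/- replicates 1, 2 and 3 and 4433, 3543 and 4105 in control replicates 1, 2 and 3. Its level was 7.08 ± 0.12 log2 CPM (SD, n = 3) in Asxl2-/- cells and 6.97 ± 0.025 (SD, n = 3) in control cells, a log2 fold change of 0.11 (SE 0.095, edgeR adjusted p = 0.469). The difference was 0.15 in the gene-count files and 0.07 in the exon-count files. No difference in the total count of Asxl2 was therefore detected. Only the exon-count files resolve the exon that the conditional allele removes, exon 11 (3496225 to 3496936, 712 bases, the exon before the last). In Asxl2-/- replicate 2, 28 of 4804 Asxl2 exon counts lay in exon 11, a share of 0.583% (95% Wilson interval 0.404 to 0.841). The share was 10.3% (457 of 4433, 9.45 to 11.2) in control replicate 1 and 11.98% (492 of 4105, 11.03 to 13.02) in control replicate 3. The smallest shares these libraries could show were 0.062%, 0.068% and 0.073%, so the residual signal in the knockout library was above its floor. Two-sided Fisher's exact tests of the knockout library against each control library gave p = 9.89e-114 and p = 4.39e-134. The log2 ratio of the knockout share to the pooled control share was -4.25 (95% interval -4.79 to -3.71), and it was -4.18 when only the neighbouring exons served as the denominator. These tests compare 3 libraries, with 1 knockout among them, and not the conditions. Each of exons 1 to 10 held between 1.39% and 4.70% of the counts in all 3 libraries.

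**Figure D1:**
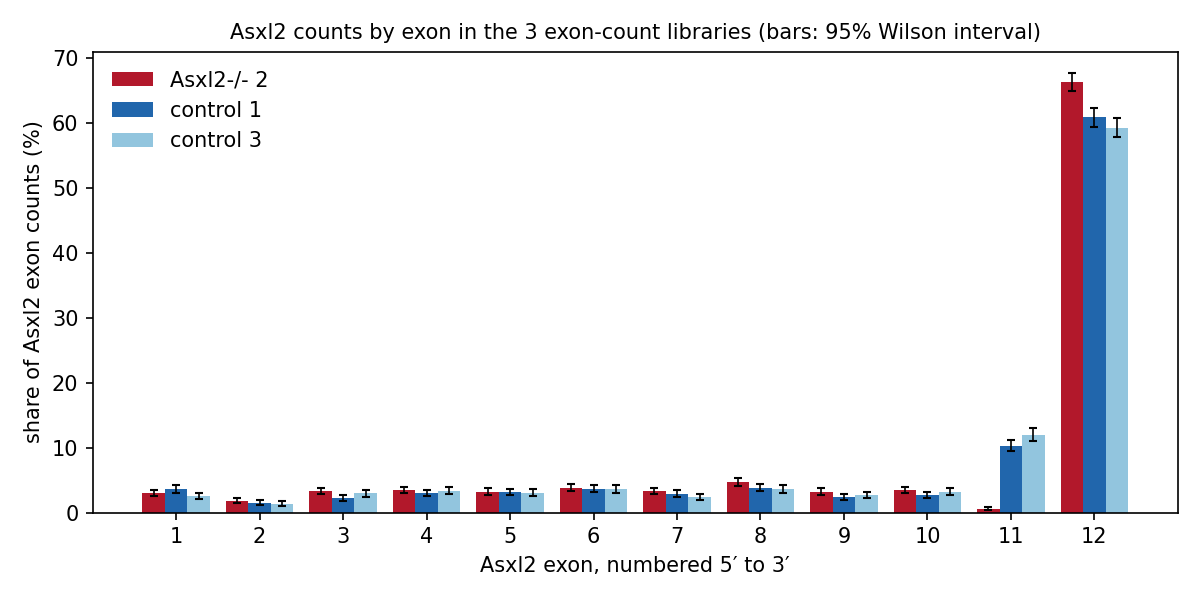
Share of Asxl2 exon counts (%, vertical axis) in each of the 12 exons (horizontal axis) in the 3 exon-count libraries, with bars for Asxl2-/- replicate 2 and control replicates 1 and 3 and error bars for the 95% Wilson interval. Exon 11 holds 0.583% in the knockout library against 10.3% and 11.98% in the control libraries.

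Whether the paralogs changed with loss of Asxl2 was asked next. Asxl1 (NM_001039939, chromosome 2, 153346139 to 153404007) was at 7.31 ± 0.14 log2 CPM (SD, n = 3) in Asxl2-/- cells and 7.28 ± 0.11 (SD, n = 3) in control cells. Its log2 fold change of 0.03 (SE 0.114, edgeR adjusted p = 0.893) was smaller than the spread between replicates, and its sign differed between the gene-count files (0.21) and the exon-count files (-0.15). Asxl3 (NM_001167777, chromosome 18, 22345089 to 22530227) had between 0 and 3 counts per library and was not tested.

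The main comparison asked how many genes differ between Asxl2-/- and control LSK cells. Of 14145 genes tested with edgeR, 331 had an adjusted p-value under 0.05, of which 288 (87%) were raised and 43 (13%) were lowered in Asxl2-/- cells. At an unadjusted p-value under 0.05 there were 3912 genes, 2126 raised and 1786 lowered. The median absolute log2 fold change of the 331 genes was 1.765, and 277 of them changed by at least 1 on the log2 scale (241 raised, 36 lowered). All 331 had the same direction in the gene-count files and in the exon-count files, which the test itself favours because opposite changes cancel in it. This count depended on single libraries. It fell to 9 genes when control replicate 3 was left out, the alternative that lowered it most. With the replicate number as a block beside the file kind, a pairing taken from the labels, the count rose to 5179 genes (2767 raised, 2412 lowered), with 1 residual degree of freedom. Whether the numbers pair the libraries was checked by the correlation across genes of their deviations from the group means, which averaged 0.095 for same-numbered libraries and -0.05 for differently numbered ones. After the effect of the file kind was removed these values were 0.675 and -0.335, but random noise treated the same way already gave 0.437 and -0.209. The difference between replicates 1 and 3, which lie within 1 kind of file in each group, correlated between knockout and control libraries with r = 0.337 across genes.

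Fold changes were compared between the 2 kinds of file as technical batches. Across the 14145 tested genes, the log2 fold changes within the gene-count files and within the exon-count files correlated with a Pearson r of 0.358 and a Spearman rho of 0.419. Over the 10503 genes with at least 100 counts in every library r was 0.499, and over the 13666 genes outside the X and Y chromosomes it was 0.325. When fold changes were taken from single pairs of libraries, the 4 values of r ranged from 0.167 to 0.494 (SD 0.172). These correlations are across genes, which are not independent replicates.

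**Figure D2:**
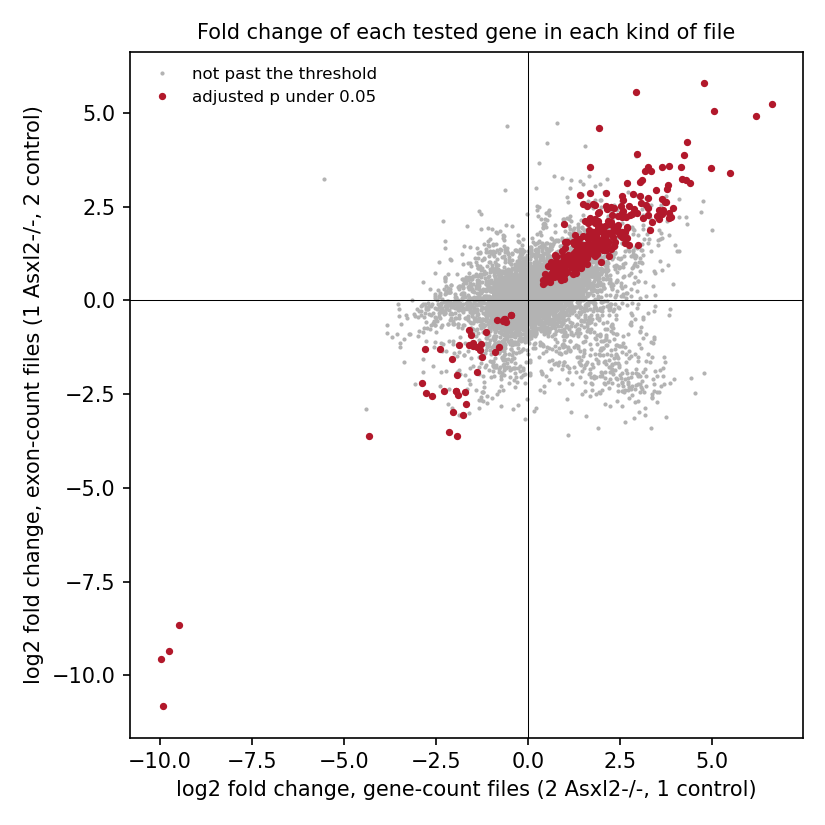
Log2 fold change of each of the 14145 tested genes in the gene-count files (horizontal axis, 2 Asxl2-/- and 1 control library) and in the exon-count files (vertical axis, 1 Asxl2-/- and 2 control libraries), with 1 point per gene. The 331 genes with an adjusted p-value under 0.05, in red, have the same direction on both axes, as the test favours, and all tested genes correlate with r = 0.358.

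Sex-linked genes were examined because the labels give no sex. Xist (NR_001463, chromosome X, 103460373 to 103483233), a transcript made from the inactive X chromosome, had 49540, 57004 and 66689 counts in Asxl2-/- replicates 1, 2 and 3 and 3194, 590 and 615 in control replicates 1, 2 and 3 (log2 fold change 5.73, SE 0.793, edgeR adjusted p = 0.0315), and 10.9% of its exon bases are shared with another gene. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had at most 2 counts in any Asxl2-/- library and between 1026 and 4807 in the control libraries. Their log2 fold changes were -11.62, -11.44, -11.82 and -10.70, with edgeR adjusted p-values of 0.000248, 0.000627, 0.000144 and 0.000417. The groups thus differed in the expression of X- and Y-linked marker genes in all 6 libraries. Genotype could not be separated from sex in any comparison reported here other than that of Asxl2 exon 11, which the conditional allele removes. Outside X and Y, 296 of 13666 tested genes were past the threshold (262 raised, 34 lowered) in a fit without these chromosomes. Of the 331 genes, 14 lay on X and 4 on Y, and the share on X leaving out Y (4.28%) did not differ detectably from that among the other tested genes (3.33%, odds ratio 1.30, two-sided Fisher's exact test p = 0.348).

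**Figure D3:**
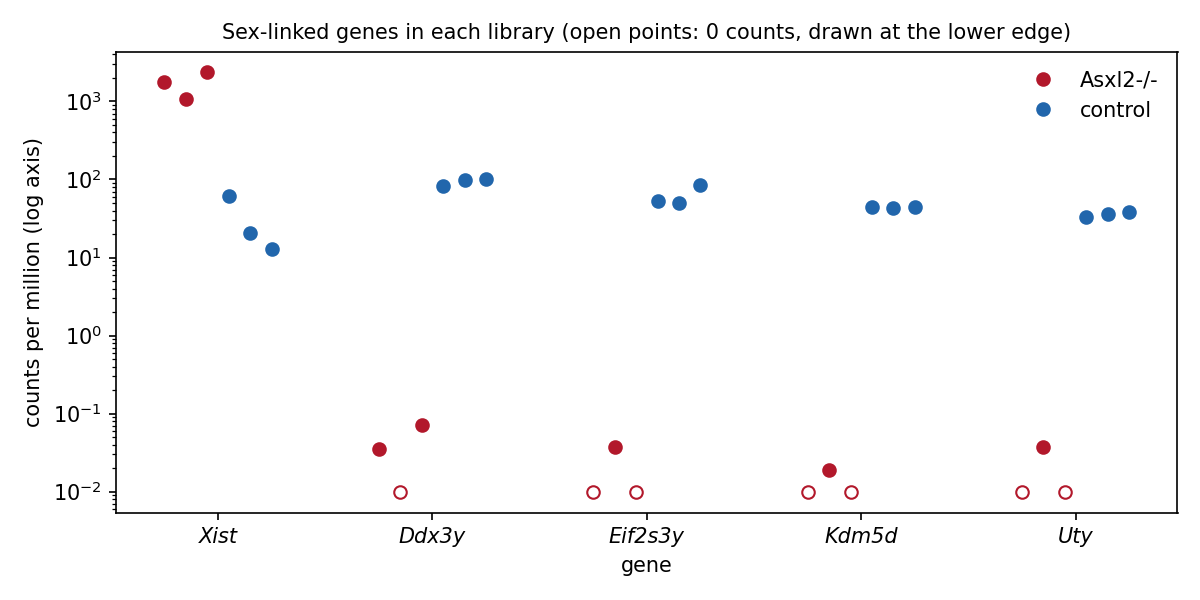
Counts scaled to library size (CPM, log axis) of Xist and 4 Y-linked genes in each of the 6 libraries, with 1 point per library, coloured by group, and open points for 0 counts drawn at the lower edge. Asxl2-/- libraries lie above the control libraries for Xist and far below them for Ddx3y, Eif2s3y, Kdm5d and Uty.

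The genes raised with the smallest p-values were Evc, Inppl1, Krt18, Rab34 and Obsl1. Evc (NM_021292, chromosome 5, 37299171 to 37336881) rose from -2.16 ± 0.061 log2 CPM in control cells to 2.91 ± 0.15 in Asxl2-/- cells (SD, n = 3 each), a log2 fold change of 5.28 (SE 0.226, edgeR adjusted p = 0.00086), and it had at most 20 counts in any control library against 189 to 803 in the knockout libraries. Inppl1 (NM_010567, chromosome 7, 101822632 to 101838226) rose by 1.99 on the log2 scale (SE 0.102, edgeR adjusted p = 0.0018). Krt18, Rab34 and Obsl1 rose by 1.94, 3.84 and 4.45 on the same scale, with edgeR adjusted p-values of 0.00736, 0.00951 and 0.00951. Among the lowered genes, the smallest p-values belonged to the 4 Y-linked genes and to Cwc22 (NM_030560, chromosome 2, 77895653 to 77946356), which fell from 7.91 ± 0.037 to 5.95 ± 0.12 log2 CPM (SD, n = 3 each, log2 fold change -1.96, SE 0.0995, edgeR adjusted p = 0.0018). When control replicate 3 was left out, Krt18, Rab34 and Obsl1 lost significance, with adjusted p-values of 0.0955, 0.0955 and 0.0995, and their fold changes kept their sign.

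A set of 11 genes had been chosen around loci and proteins that the study discusses, among them members of the HoxA cluster, Meis1, Runx1 and the markers used for sorting. Of these, only Hoxa10 (NM_008263, chromosome 6, 52231197 to 52234939) passed the threshold. It had 590, 703 and 471 counts in Asxl2-/- replicates 1, 2 and 3 and 219, 105 and 128 in control replicates 1, 2 and 3, and rose from 2.01 ± 0.33 to 4.16 ± 0.20 log2 CPM (SD, n = 3 each, log2 fold change 2.14, SE 0.243, edgeR adjusted p = 0.0196). It lost significance in 4 of the 6 fits that each left out 1 library. Meis1, Hoxa5, Hoxa7 and Hoxa9 rose by 1.12, 1.14, 1.07 and 0.97 on the log2 scale but did not pass, with edgeR adjusted p-values of 0.0818, 0.123, 0.0754 and 0.103. With the replicate block and the file kind, these 4 genes passed with edgeR adjusted p-values of 5.13e-18, 1.39e-07, 1.38e-08 and 2.79e-13. That fit leaves 1 residual degree of freedom, and it gave Asxl2, Asxl1, Bap1 and Runx1 SEs of 0.0945, 0.0946, 0.0942 and 0.0942. With SEs this even, its p-values rest largely on a spread shared between genes, and they measure the spread between animals poorly. Runx1 rose by 0.30 (edgeR adjusted p = 0.103), and passed in the fit with the block and the file kind (0.30, adjusted p = 0.00819). Tet2 (0.09), Notch2 (-0.22), Bap1 (-0.14) and Kit (0.23) had log2 fold changes with edgeR adjusted p-values between 0.219 and 0.579. Ly6a, which encodes the Sca-1 marker used for sorting, fell by 1.34 on the log2 scale with an SE of 0.562 and was not past the threshold (edgeR adjusted p = 0.187), but with the block and the file kind it passed (-1.21, adjusted p = 2.12e-14). Its change was -2.24 in the gene-count files and -0.16 in the exon-count files. In control replicate 1 Ly6a stood at 40.5 CPM, below Asxl2-/- replicates 1, 2 and 3 (52.6, 69.1 and 57.6 CPM). Control replicates 2 and 3 lay above them (259.8 and 147.7 CPM).

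The study reports reduced long-term stem cells, marrow megakaryocytes, splenic erythroid precursors and B220+ blood cells after Asxl2 loss. Lists of marker genes for these and other lineages were tested as sets. The lists measure RNA within sorted LSK cells and not the number of cells, so their direction cannot be set against those reductions. Of 9 lists, 6 had a camera adjusted p-value under 0.05. B-lymphoid genes were higher in Asxl2-/- cells (mean log2 fold change 1.73, 14 of 14 genes raised, limma adjusted p = 8.37e-09), as were megakaryocyte genes (1.27, 14 of 14, 9.33e-08), stem-cell genes (1.16, 14 of 15, 1.47e-05) and the HoxA genes with Meis1 (1.30, 10 of 10, 5.06e-05). Erythroid genes were lower (-0.82, 1 of 14 raised, 0.000109), as were interferon-response genes (-0.47, 4 of 14 raised, 0.0311). The erythroid mean was -0.37 in the gene-count files and -1.34 in the exon-count files, and the list lost significance without Asxl2-/- replicate 2 (-0.26, camera adjusted p = 0.0776). The interferon-response list lost it without Asxl2-/- replicate 3 (-0.44, camera adjusted p = 0.102) and without control replicate 2 (-0.25, camera adjusted p = 0.237). The myeloid (0.64, adjusted p = 0.3499), cell-cycle (-0.05, 0.364) and T and NK lists (-0.02, 0.555) were not past the threshold. The myeloid list passed when Asxl2-/- replicate 3 was left out (0.96, camera adjusted p = 0.00106) and when control replicate 2 was left out (1.46, camera adjusted p = 0.0001). All members of the B-lymphoid, megakaryocyte and HoxA lists that were tested stayed raised under each of 4 other scalings of the counts, while the interferon-response list passed its threshold under some of them only. Of these, DESeq2 and median-ratio scaling are not separate checks, as both gave the interferon-response list a camera adjusted p of 0.052. Single members were less often past the threshold, with 9 B-lymphoid, 6 megakaryocyte, 3 stem-cell and 1 HoxA gene, and none of the erythroid or interferon-response genes, of which 10 and 6 had an unadjusted p-value under 0.05. The members with the smallest p-values were Cd79a, Ebf1 and Vpreb3 (log2 fold changes 1.84, 2.19 and 1.96), Vwf, Ppbp and Gp5 (2.17, 2.72 and 0.72), and Slamf1, Ctnnal1 and Cdkn1c (1.52, 1.71 and 2.96). In the erythroid list these were Tfrc, Rhag and Klf1 (-1.14, -1.55 and -1.07), and in the interferon-response list Irf7, Ifi44 and Oas2 (-1.15, -0.92 and 0.53). The number of lists past the threshold did not set the real grouping apart. In the other two splits of the 6 libraries that part every same-numbered pair, 5 and 8 lists passed the same threshold.

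**Figure D4:**
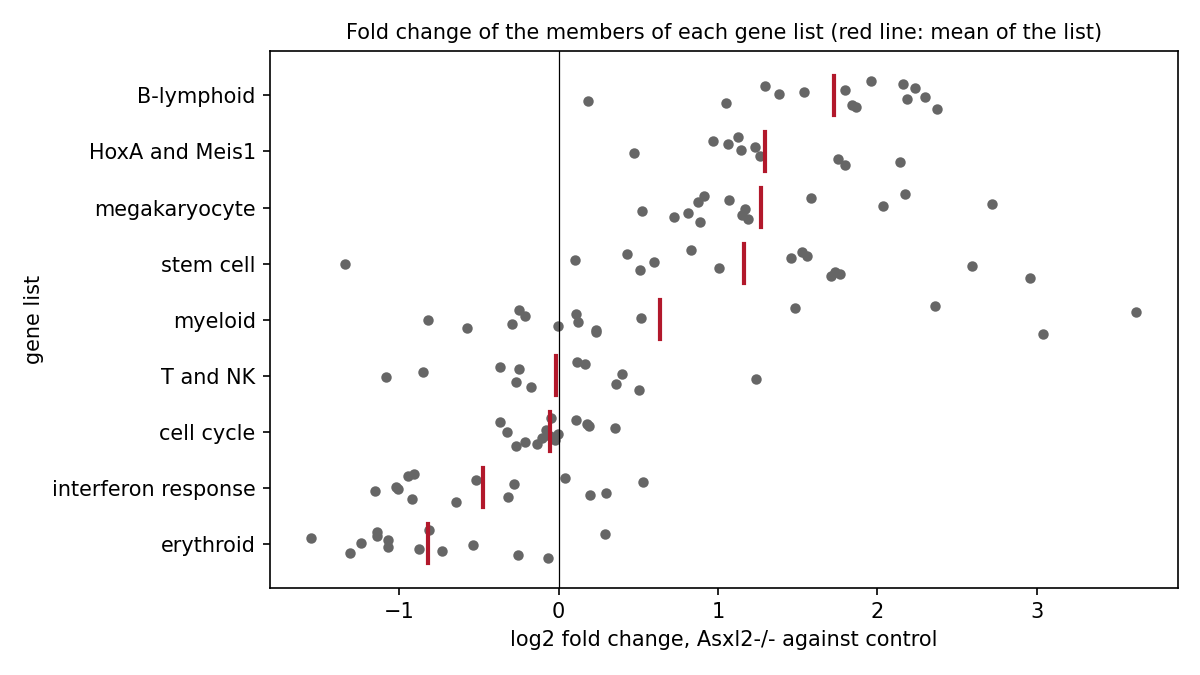
Log2 fold change of Asxl2-/- against control cells (horizontal axis) for the members of each of the 9 gene lists (vertical axis), with 1 point per gene and a red line at the mean of the list. The means run from -0.82 for erythroid genes to 1.73 for B-lymphoid genes.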

Values the study reported

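The study reported 2,986 genes with altered expression between Asxl2-deficient and control LSK cells at a multiple-testing adjusted P<0.05. For Asxl1-deficient LSK cells it gave 129 such genes.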

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

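The number of genes past the threshold was the result that moved most. Against 331 genes (288 raised, 43 lowered), DESeq2 gave 2329 (1181 raised, 1148 lowered). On simulated counts, whose genes had no spread of their own, 14.9% of its calls were wrong, a rate that need not hold here. Library size alone gave 161 (142 and 19). The replicate block with the file kind gave 5179 (2767 and 2412), and the block without the file kind gave 380 (290 and 90). Genes with 1 exon gave 36 of 683 tested (25 and 11). Alternatives chosen after seeing the data gave 217 (188 raised) with the GC correction, 4514 (2446 and 2068) with the GC correction, the block and the file kind, 203 (167 raised) with the length correction, and 1166 (921 and 245) with the brain score. The other alternatives that used all 6 libraries gave counts within 1.5 times of 331. Across the 6 fits that each left out a library, the count ran from 9 to 1312 genes, with 3 to 764 raised and 6 to 548 lowered. For these counts the cause was not tested.

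Of the 11 genes chosen from topics of the study, 1 was past the threshold. This became 5 with DESeq2, 7 with the block and file kind, 2 with the block alone, 8 with the GC correction and block, 5 with the brain score, and 0 to 6 across the fits that left out a library. With at least 10 counts in every library, 1 of the 5 sex-linked genes and 4 of the 10 genes picked by the rule were past the threshold. That filter removes the Y-linked genes, Evc and Obsl1. Xist stayed raised in every fit and passed the threshold in 16 of 21. It did not pass with library size alone (edgeR adjusted p = 0.051). Nor did it pass without Asxl2-/- replicate 1 or 3 or without control replicate 2 or 3 (edgeR adjusted p = 0.0981, 0.0641, 0.0553 and 0.127). Hoxa10, Hoxa7, Hoxa5, Hoxa9 and Meis1 stayed raised in every fit, and Hoxa10 passed the threshold in 17 of 21.

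Small changes reversed. Asxl1 (0.03) became -0.0173 with DESeq2, -0.0171 with median-ratio scaling and -0.0643 with the length correction, was 0.21 in the gene-count files and -0.15 in the exon-count files alone, and ranged from -0.15 to 0.21 when a library was left out. With the length correction Asxl2 became -0.0108 and Tet2 -0.0284. Leaving out a library took Kit from -0.13 to 0.59, the myeloid list from -0.18 to 1.46 and the T and NK list from -0.19 to 0.15. The T and NK list also rose to 0.0778 with library size alone, 0.0555 without the file kind, 0.0499 with the block alone and 0.0602 with the length correction, and the cell-cycle list rose to 0.0486 with library size alone. The cause was not tested, and Asxl1, Asxl2, Tet2 and these 3 lists were not past the threshold in the comparison as reported.

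The loss of exon 11 reads from Asxl2 stayed between -4.36 and -4.15 on the log2 scale when either control library was left out or the denominator was changed. Apart from Asxl1 and Asxl2, whose reversals are given above, 31 results for single genes and lists were followed. Of their 503 values under alternatives that left out no single library, 451 kept direction and side of the threshold or moved by less than 1 SD, 22 became stronger, 4 weaker, 6 reversed and 20 untested values moved. Of 186 values from leaving out a library, 159 kept both, 14 became weaker, 8 stronger and 5 reversed.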

Other observations

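Tests chosen only after the result was seen were those on depth, on the most abundant genes, on sex, on Tsix, on Xist in control replicate 1, on Apobec3, on the rank of Asxl2 exon 11, on the brain-gene pattern and on adjacent genes that overlap or lie on X or Y.

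The number of genes here was 331. That is lower than the value quoted from the study above. With the replicate block and the file kind the number was 5179. That is higher than the quoted value, so the direction of this comparison depends on the block. Of the 10 ways to split the 6 libraries into groups of 3, 1 coincides with the kind of file and could not be fitted. Of the other 9, 3 part every same-numbered pair as the real split does, and 1 of these 3, the real one, gave as many as 331 genes. The other two gave 0 genes, with 42 and 87 at an unadjusted p-value under 0.05. In the fit with the replicate block and the file kind, again 1 of the 3 gave as many as 5179 genes, and the other two gave 0, with 35 and 78 at an unadjusted p-value under 0.05. The remaining 6 splits, which part fewer pairs, gave 0 genes, with 71 to 1794 at an unadjusted p-value under 0.05. With 3 comparable splits the share cannot fall below 0.333, so this test was too small to decide by itself. The counts still argue against an arbitrary grouping for the 331 genes as a set. The real split gave 331 genes, with 3912 at an unadjusted p-value under 0.05. Every other split gave 0, with at most 1794. The 4 Y-linked genes also part all 6 libraries by group. For the gene lists, 2 of the 3 comparable splits gave as many as 6 lists past the threshold, the real one included, and the 6 others gave 2 to 7. This test is as small as the one on genes and counts lists only, without regard to which lists passed, their direction or their strength.

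Technical explanations for the 331 genes were weighed. The mean depth of the groups differed within a kind of file by a ratio of at most 1.13 and the 10 most abundant genes held at most 4.06% of the counts in any library, so depth and a few dominant genes were dropped as explanations. Across the tested genes, the fold changes had a rho of -0.297 with mean log2 CPM, against 0.167 with transcript length and 0.012 with GC content. The trend with abundance was not corrected for, and its cause was not tested. With corrections for GC content and transcript length, 217 and 203 genes were past the threshold, of which 210 and 192 were among the 331. The corrections moved the fold changes of the 331 genes by a median of 0.028 and 0.047 on the log2 scale, less than their median SE of 0.221. The largest shifts were 0.153 and 0.18, against a median absolute fold change of 1.765. These values argue against GC and length trends of the libraries as the source of the size of these changes. GC content was known for 313 of the 331 genes. The corrections did change which genes passed, so an influence of these biases on the count was not ruled out. The kind of file was a covariate in the fit, and 380 genes were past the threshold without it, against 331 with it. Leaving it out did move other genes, such as Asxl2 (0.31 against 0.11) and Tet2 (0.32 against 0.09). A fold change within 1 kind of file holds no constant shift between the kinds, and all 331 genes kept their direction in both. The covariate already takes out such a shift, and the test favours genes with the same direction in both kinds. The shared direction is therefore no separate evidence against such a shift. Other effects of the file kind remained open. The correlation of fold changes between the kinds was 0.358 in the real split, but the split of Asxl2-/- replicate 3 and control replicates 2 and 3 against the rest gave a higher one (0.581). That split parts 1 same-numbered pair, and among the 3 comparable splits the real one had the highest value, against 0.323 and -0.19. Among genes with 1 exon, where double counting of spliced reads does not arise, 36 of 683 were past the threshold. Neither the correlation nor the genes with 1 exon rule out such other effects of the file kind for the remaining genes. Sex remained open as well. Only 5.44% of the 331 genes lie on X or Y, but autosomal genes that differ between the sexes would not be seen by this test, and every knockout library differs from every control library in its sex-linked genes.

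Cells other than LSK cells may have contributed. A list of stromal genes was higher in the knockout libraries (camera adjusted p = 0.034, mean log2 fold change 0.86, 15 of 16 genes raised), with a mean of 1.83 in the gene-count files and 0.05 in the exon-count files. A list of endothelial genes was also higher (camera adjusted p = 0.034, mean 0.63, 9 of 13 raised), with 0.74 and 0.54. Of these genes, 1 stromal and 0 endothelial ones were past the threshold singly (1 and 5 at an unadjusted p-value under 0.05), and the limits of the list tests given above apply here too. Carry-over of such cells is a candidate explanation for part of the change, of a size that was not measured, and so is expression of these genes by LSK cells themselves, which bulk counts cannot separate.

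Genes past the threshold lay next to each other among the tested genes in 26 pairs, against a mean of 7.69 in 10000 random draws (upper limit of the central 95% of draws 13, permutation p = 1e-04, the smallest these draws can give). Segments from another mouse strain that differ between the groups could give such runs, and so could neighbouring genes that are regulated together. Genes that overlap and share reads add to the count. Of the 26 pairs, 10 overlap or include a gene that shares exon bases with another, and the other 16 pairs still exceeded the mean of 5.86 such pairs in 10000 random draws (upper limit of the central 95% of draws 11, permutation p = 2e-04). Sex adds to the count as well, since 3 of the 26 pairs lie on Y and 2 on X. Without these chromosomes, 12 pairs that neither overlap nor share exon bases were left, against a mean of 5.37 in 10000 draws (upper limit 10, permutation p = 0.0085), and autosomal effects of sex stay open. Near the targeted gene the runs were not concentrated, with 1 of 42 tested genes within 10 Mb of Asxl2 past the threshold. Apobec3 showed a further difference in transcript structure. Its exon 5 of 9 (chromosome 15, 79899020 to 79899118) held 4.84% of Apobec3 exon counts in Asxl2-/- replicate 2 (252 of 5202, 95% Wilson interval 4.29 to 5.46) against 1.32% (129 of 9799, 1.11 to 1.56) and 1.58% (181 of 11477, 1.36 to 1.82) in control replicates 1 and 3 (two-sided Fisher's exact tests, p = 1.3e-36 and p = 7.72e-32), while the gene as a whole fell by 1.31 on the log2 scale (edgeR adjusted p = 0.0178). A strain variant and regulated splicing cannot be told apart here without genotypes, and the exon could be read in 1 knockout library only.

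Among 110194 exons with at least 30 reads in genes with at least 200 reads, exon 11 of Asxl2 ranked 1 by loss of read share in the knockout library against both controls (log2 -4.12 against the nearer control). The next exon, in Evi2a-evi2b, reached -1.29. This fits a deletion in the targeted gene as labelled, in the 1 knockout library that can be read by exon, and was not tested in the other two.

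Tsix, which lies opposite Xist and was counted without regard to strand, rose by 5.33 on the log2 scale (edgeR adjusted p = 0.018). In Asxl2-/- replicate 2, 99.9% of its counts (4222 of 4228) fell in the exon that overlaps Xist (chromosome X, 103481275 to 103484957) and 6 fell outside it. The shares in control replicates 1 and 3, which hold little Xist, were 99.2% and 100% (242 of 244 and 68 of 68), the exon makes up 85.5% of the Tsix bases, and it extends beyond the end of Xist (103483233). The share therefore cannot tell reads of Xist counted for Tsix from Tsix itself.

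Control replicate 1 held more Xist than the other control libraries, at 5.80% of the knockout level against 1.11% in control replicate 3, the other control in the same kind of file. If knockout LSK cells had been mixed into it, Evc, Evc2 and Obsl1 should show the same excess of 4.69%. Their excess was 0.85%, with 65 reads against 142 expected (exact Poisson test with the expected number held fixed, p = 4.25e-13). That test covers counting error only and not the spread between animals, so it cannot decide. Evc and Obsl1 were also named for their small p-values, which favours genes whose control libraries lie close together. The 3 genes were uneven. Evc2 had 22 reads in control replicate 1 and 4 in control replicate 3, an excess of 2.49% with 37.9 reads expected (exact Poisson p = 0.0037), while Evc (20 and 20 reads) and Obsl1 (23 and 24 reads) showed excesses of 0.01% and -0.19%. Other raised genes were uneven too. Rab34 stood at 1.90 CPM in control replicate 1 and 1.24 in control replicate 3, against 18.5 in Asxl2-/- replicate 2. In the same libraries Efemp2 stood at 1.04, 0.57 and 9.9, and Fkbp10 at 0.40, 0.40 and 5.26. Some raised genes thus showed an excess in control replicate 1 and others did not. Admixture of knockout LSK cells was therefore left open. Brain RNA, considered next, was left open. Xist was 5.21 times higher in control replicate 1 than in control replicate 3, while a list of brain genes was 1.94 times higher by mean log2 CPM and 1.31 times higher by summed CPM, but the ratio expected for Xist depends on its level in the RNA mixed in, which was not measured, so these ratios cannot decide. Female cells of any other kind could not be told apart from no admixture, because the Y-linked genes stood at 0.877 of their level in control replicate 3 (range 0.692 to 1.11 over 4 genes), a spread wider than the admixture in question.

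The plot of fold changes in the 2 kinds of file held 238 genes that were raised by at least 1 on the log2 scale in the gene-count files and lowered by at least 1 in the exon-count files, of which 0 were past the threshold and 0 had an unadjusted p-value under 0.05, as opposite changes cancel in the test. Because several of these are known from brain tissue, a list of 20 other brain genes was written and tested. Of the 10 that passed the filter, 4 (40%) fell in this pattern against 1.66% of the other tested genes (two-sided Fisher's exact test, p = 1.52e-05), with mean log2 fold changes of 1.37 and -0.95 in the 2 kinds of file. Their mean level was 2.03, 0.21 and 0.86 log2 CPM in Asxl2-/- replicates 1, 2 and 3 and 1.64, 0.07 and 0.68 in control replicates 1, 2 and 3, the same order by replicate number in both groups. Summed CPM gave another order among the controls (168, 144 and 129 in replicates 1, 2 and 3, against 251, 166 and 210 in Asxl2-/- replicates 1, 2 and 3), so the shared order depends on the measure. A candidate explanation is a small amount of brain RNA that entered libraries handled together under a shared number, which would also make the numbers a batch, but this was noticed and tested on the same data. As a covariate it did not lower the number of genes. With the mean of the brain genes as a covariate, 1166 genes were past the threshold.

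No biological explanation of the 331 genes was left standing alone. The effect of Asxl2 loss on these genes cannot be told apart from sex, and the explanations by other cells and strain segments remained beside it. A constant shift between the kinds of file was handled by the covariate, and the shared direction of the 331 genes adds no evidence on it. The values above argue against an arbitrary grouping of the libraries. They also argue against GC and length trends as the source of the size of the changes. None of these was excluded in full, as the splits were few and the corrections changed which genes passed.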
